A study of Mus musculus with 4 samples.

How the data were processed

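Single-cell RNA was measured in 4 libraries from lung tumours of mice carrying frt-flanked p53, a Flp-activated CreERT2 at Rosa26 and floxed Hnf4a. Per the labels, tumours were started with adenoviral FlpO under a surfactant protein C promoter, tamoxifen or its vehicle was given 10 weeks later, and tumours were collected 2 weeks after that. The labels name the vehicle in more than 1 way, so it is called vehicle throughout. Tumours were dissociated, a portion of each suspension was kept before depletion, and the remainder was passed over beads against CD45 and CD31. The 4 groups (vehicle or tamoxifen, before or after depletion) hold 1 library each. How many animals or tumours entered a suspension is not stated in the labels.

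The deposited matrices hold UMI counts per gene and cell barcode, with no normalization. Per the file headers they were written by Cell Ranger 7.0.1, and per the labels' protocols the chemistry was version 3 of the 10x Genomics 3′ kit. The genome build, the annotation release, the use of intronic reads and the use of strand are stated in neither. The features numbered 32289 and included 4 that are not mouse genes (Cre, flpO, GFP and Tdtomato). Of the feature identifiers, 32158 matched GENCODE release M21 (GRCm38), which supplied the coordinates printed here.

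Cells with at least 200 genes and at most 20% mitochondrial UMIs were kept. Doublets were scored in each library with Scrublet as run by scanpy 1.11.5, with an expected doublet rate of 0.06. The automatic threshold called 192 and 91 cells in the pre-depletion libraries and 1 and 0 in the post-depletion libraries, so it had not worked there. A fixed score of 0.25 was then applied to all 4 libraries, a choice made after that failure, and it removed from 122 to 216 cells per library. The kept cells of all libraries were clustered together, without batch correction, on 2000 variable genes, 40 principal components and 15 neighbours (umap-learn 0.5.12), using Leiden clustering at resolution 1 (igraph 0.11.9). Each cluster took the name of the class whose fixed markers stood highest in it. A name needed 3 markers each seen in 10% of the cluster's cells, a cluster of at least 20 cells, and no other class with more markers among the 10 leading genes. Names are therefore given as "X-like". The epithelial-like class was not split into tumour and non-tumour cells. Clusters mostly of 1 library were kept in their class.

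For each library, UMIs were summed over epithelial-like cells and scaled by the class's total and given as CPM. Ratios are log2 of tamoxifen over vehicle with a pseudocount of 1 CPM, taken separately in the pre-depletion pair and in the post-depletion pair. A gene was counted as apart when it reached 10 CPM in either library of each pair and differed at least 2-fold the same way in both pairs. This is a rule of size, not a test. With 1 library per group there is no replicate check, and no p-values were computed. The pre- and post-depletion libraries of a treatment are portions of the same suspensions, so the pairs do not replicate each other. Intervals are 95% intervals, exact Poisson for CPM, exact conditional binomial for ratios of CPM (without the pseudocount), and Clopper-Pearson for shares. They cover counting error only, as do the upper limits given for counts of 0, which correspond to 3 counts.

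The named genes are Hnf4a and 6 other lineage regulators, then the 10 genes with the largest rise and the 10 with the largest fall under the size rule, ranked by the smaller of both ratios. Mitochondrial, ribosomal and immunoglobulin genes, sex-linked transcripts, the epithelial markers, genes without a symbol of their own, and genes with a higher mean CPM in another named class were left out. The last condition was applied to every named class, including ciliated-like cells and mast or basophil-like cells, which held few cells. A class's mean was taken over the libraries that contained the class, where the rule as first written said all 4 libraries. The conditions on names and on other classes left 11 of the 34 higher genes and 25 of the 83 lower genes to choose from. These rules, the markers, the gene lists and the alternatives were fixed before the data were examined, unless stated otherwise.

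Each of 9 fixed gene lists is described by its median log2 ratio. Its percentile among 10000 random lists of the same size is given beside it, each random gene being drawn from the 100 genes nearest in mean CPM. Shares of cells were taken after thinning each cell to 2000 UMIs, with shallower cells left out. The size rule was also applied after against before depletion within each treatment, and between treatments in each non-epithelial class with at least 100 cells in both pre-depletion libraries. For those classes, 20 draws from a shared profile gave the number of genes that counting noise alone would put apart. The size rule was tested on simulated counts for the comparison between treatments, where it ran on 8829 genes. It recovered 100 of 100 genes changed 3-fold, and called 0 of 100 genes changed 1.5-fold and 0 unchanged genes. The counts were Poisson draws from a profile shared by the arms, and the changed genes lay above the CPM minimum. The simulation held no spread between libraries or animals. It therefore checks the rule against counting error only and gives no rate of false calls for these data.

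The alternatives changed the mitochondrial and gene minimums, the treatment of doublets, the clustering resolution, the definition of epithelial-like cells, the scaling (TMM from edgeR 4.0.16, median of ratios from DESeq2 1.42.0), the pseudocount, the CPM minimum, the ratio, the way cells were combined, the pairs that had to pass, the thinning depth and the UMIs required. Leaving out the Lyz1-led alveolar cluster, and leaving out the cluster led by long nuclear transcripts, were added after seeing the data. Statistics were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and plots with matplotlib 3.10.9.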

Results

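Gene expression was measured cell by cell, as UMI counts, in 4 libraries of lung tumour suspensions. The groups were vehicle before depletion, vehicle after depletion, tamoxifen before depletion and tamoxifen after depletion, with 1 library each. In that order the libraries held 7658, 7284, 6558 and 7867 cell barcodes, and 104147479, 144994771, 92644997 and 141742060 UMIs. After filtering, 7088, 6917, 6105 and 7355 cells were kept, with medians of 9312, 17702, 9885 and 16486 UMIs per cell. There are no replicates, so no difference below was set against a spread between animals, and every interval covers counting error only. Because Hnf4a itself went against the treatment label, as given below, directions are stated for the libraries as labelled and not for deletion of Hnf4a.

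The first comparison asked what the depletion removed and whether the treatment arms held the same cell classes. Epithelial-like cells made up 15.6% (exact Clopper-Pearson 95% interval 14.8 to 16.5) of the vehicle library before depletion and 94.4% (93.8 to 94.9) after it. In the libraries labelled tamoxifen they made up 18.4% (17.5 to 19.4) before and 96.5% (96.0 to 96.9) after. Immune classes together fell from 80.6% to 0.246% (0.143 to 0.393) with vehicle and from 77.5% to 0.190% (0.104 to 0.319) with tamoxifen. T cell-like and NK cell-like cells were not detected after depletion, where 0 cells allows a share of up to 0.0434% with vehicle and 0.0408% with tamoxifen. Endothelial-like cells, which the depletion also targets, made up 2.09% (1.77 to 2.45) before and 2.37% (2.03 to 2.76) after depletion with vehicle. With tamoxifen they made up 2.49% (2.11 to 2.91) before and 1.63% (1.35 to 1.95) after. Since immune cells were removed at the same time, an unchanged share is not an unchanged number. With vehicle there were 148 endothelial-like to 1109 epithelial-like cells before and 164 to 6528 after depletion. With tamoxifen there were 152 to 1126 and 120 to 7094, so endothelial-like cells fell against epithelial-like cells in both. Fibroblast or mural-like cells, not a stated target, also fell against them, at 119 and 196 with vehicle and 83 and 115 with tamoxifen. Before depletion, alveolar macrophage-like cells made up 23.1% (22.1 to 24.1) of the vehicle library and 34.0% (32.8 to 35.2) of the library labelled tamoxifen. T cell-like cells made up 16.5% (15.6 to 17.4) and 11.6% (10.9 to 12.5). These gaps exceed counting error, but the spread between animals is unknown. Among the epithelial-like shares, the alternative that moved one most was a minimum of 1000 genes per cell, which gave 18.8% in the library labelled tamoxifen before depletion.

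Hnf4a, the floxed gene, was examined first because its level checks the treatment labels. It carries the identifier ENSMUSG00000017950 and lies on chromosome 2 from 163506808 to 163572910 on the plus strand in GENCODE M21 (GRCm38). In epithelial-like cells it was counted at 56.0 CPM (exact Poisson 95% interval 53.4 to 58.6) in the vehicle library before depletion and 55.0 CPM (53.8 to 56.3) after it. In the libraries labelled tamoxifen it was counted at 85.8 CPM (82.8 to 88.9) before and 82.7 CPM (81.2 to 84.3) after depletion. These values rest on 1841, 7476, 3095 and 11098 Hnf4a UMIs. The log2 ratio of tamoxifen over vehicle was 0.61 (0.53 to 0.70) in the pre-depletion pair and 0.58 (0.55 to 0.63) in the post-depletion pair, so the gene was higher where the label implies its deletion. Counts at the 3′ end of a transcript do not show which exons it carries. The alternative that moved the ratio most was the mean over cells of each cell's CPM, at 0.82 before and 0.77 after depletion. Without the Lyz1-led alveolar cluster, an alternative chosen after seeing the data, the ratios were 0.45 and 0.51.

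After thinning to 2000 UMIs, a Hnf4a UMI was seen in 6.26% (4.87 to 7.91) of epithelial-like cells of the vehicle library before depletion and in 7.57% (6.93 to 8.24) after it. With tamoxifen the shares were 10.9% (9.09 to 12.8) before and 11.6% (10.9 to 12.4) after. Median depths before thinning were 24943, 18244, 28857 and 16848 UMIs per epithelial-like cell, in the order of the groups above. Endothelial-like cells, which should lack the gene, gave thinned shares of 0% of 148 cells, 0.621% (0.0157 to 3.41), 0% of 150 cells and 0.840% (0.0213 to 4.59). Their median depths were 14029, 8334, 10186 and 7257 UMIs. The counts of 0 allow shares of up to 2.03% and 2%. All 4 epithelial-like shares lay above the upper interval bound of the endothelial-like share in the same library.

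**Figure D1:**
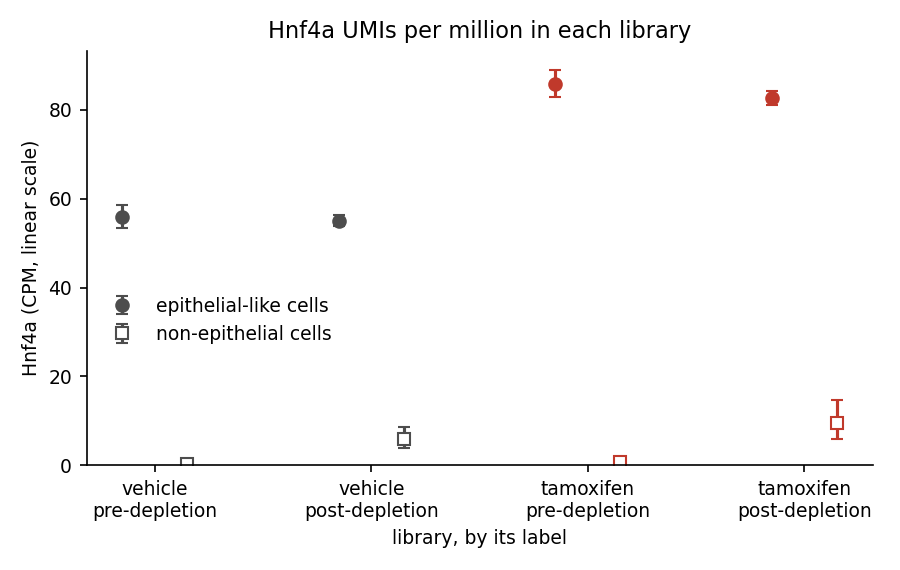
Hnf4a in epithelial-like cells of each library, in CPM (vertical axis), with exact Poisson 95% intervals as error bars. Both libraries labelled tamoxifen, at 85.8 and 82.7 CPM, lie above both vehicle libraries, at 56.0 and 55.0 CPM.

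The next comparison asked which genes differed between the arms in epithelial-like cells, whose UMIs summed to 32893918, 135930979, 36070667 and 134124677 in the 4 libraries. Of 9039 genes considered, 34 were at least 2-fold higher and 83 at least 2-fold lower with tamoxifen in both pairs, or 1.29% of the genes. The pre-depletion pair alone gave 54 higher and 128 lower, and the post-depletion pair alone 51 higher and 112 lower. Of the alternatives, a log2 ratio of at least 2 moved the counts most, to 3 higher and 9 lower, and removing the CPM minimum gave 157 lower. Under TMM the counts were 36 and 82, and under median of ratios 38 and 80. Across the 9039 genes the log2 ratios of both pairs had a Pearson r of 0.82. Genes are not independent replicates, and the pairs share their suspensions.

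Among the genes named by rule, Cym (ENSMUSG00000046213, chromosome 3) rose furthest. It was counted at 2.92 and 3.77 CPM in the vehicle libraries and at 31.4 and 33.5 CPM in those labelled tamoxifen, before and after depletion in each case. Its log2 ratios were 3.05 and 2.85. Adamts18 (ENSMUSG00000053399, chromosome 8) went from 6.78 and 6.08 CPM to 37.0 and 33.4 CPM, with log2 ratios of 2.29 and 2.28. Pyy (ENSMUSG00000017311, chromosome 11) went from 26.7 and 10.8 CPM to 116 and 85.4 CPM, with ratios of 2.08 and 2.87. Dlk1 (ENSMUSG00000040856, chromosome 12) was the most abundant of the 10, going from 458 and 418 CPM to 1053 and 925 CPM, with ratios of 1.20 and 1.14. An epithelial-like cluster with Dlk1 among its leading genes held 25 and 186 vehicle cells against 221 and 1509 tamoxifen cells, before and after depletion. Another such cluster leaned the other way, with 37 and 192 against 11 and 64. The other higher genes were Alk, Npy, Itih2, Cyp2c40, Pthlh and Cyp1b1, with ratios from 1.09 to 2.44.

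Of the genes that fell, Kcnh7 (ENSMUSG00000059742, chromosome 2) went from 19.6 and 24.8 CPM with vehicle to 1.28 and 1.19 CPM with tamoxifen, with log2 ratios of -3.18 and -3.56. Ttr (ENSMUSG00000061808, chromosome 18) went from 44.4 and 58.4 CPM to 2.86 and 5.93 CPM, with ratios of -3.56 and -3.10. Agr2 (ENSMUSG00000020581, chromosome 12) went from 78.2 and 117 CPM to 18.2 and 40.3 CPM, with ratios of -2.05 and -1.51. The epithelial-like cluster with Agr2 among its leading genes held 132 and 1132 vehicle cells against 14 and 110 tamoxifen cells. Neither this cluster nor those led by Dlk1 were left out in turn. A different mix of such clusters therefore stays open for the genes named by rule. The other lower genes were Hsd17b2, Ifi27l2b, Hs3st5, Gc, Cadm2, Gap43 and Krt17, with ratios from -1.53 to -2.41. All 20 genes kept their sign under every alternative run for them, but 3 of them fell under 2-fold before depletion under 1 alternative each. Under a gate on each cell, Agr2 was at -0.56 and Gc at -0.56, and without the Lyz1-led alveolar cluster Cyp1b1 was at 0.95.

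**Figure D2:**
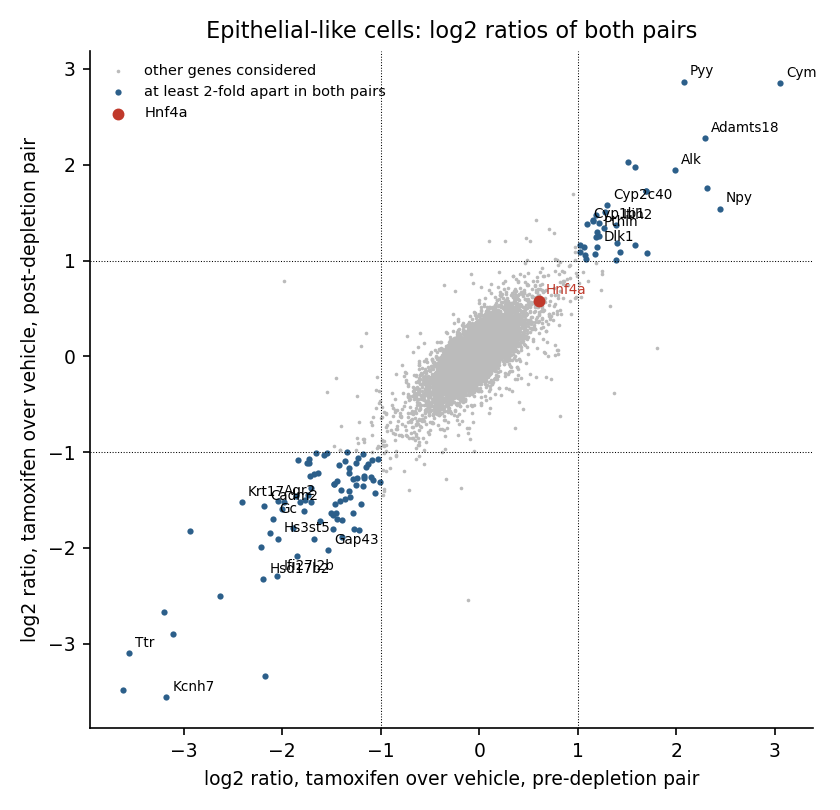
Log2 ratio of tamoxifen over vehicle in epithelial-like cells for each of 9039 genes, in the pre-depletion pair (horizontal axis) and the post-depletion pair (vertical axis). The 34 genes higher and the 83 genes lower at least 2-fold in both pairs lie in opposite corners, and Hnf4a sits at 0.61 and 0.58.

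The remaining lineage regulators moved less than 2-fold. Nkx2-1 was counted at 247 and 203 CPM with vehicle and 258 and 224 CPM with tamoxifen, with log2 ratios of 0.06 and 0.14. Foxa2 had ratios of 0.22 and 0.36, and Cebpa of -0.17 and -0.10. Foxa1 had ratios of -0.13 (-0.23 to -0.030) and 0.12 (0.07 to 0.18). Sox9 had ratios of -0.11 (-0.20 to -0.019) and 0.27 (0.23 to 0.32). The pre-depletion ratio of Sox9 changed sign under a gate on each cell, at 0.031, and under the mean over cells, at 0.041. Sox2 gave 2, 4, 0 and 16 UMIs, at or near the counting floor, so no difference was read from it.

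Fixed gene lists asked whether the arms differed in lineage programmes, proliferation or interferon response. The hepatic list of 19 genes had a median log2 ratio of -0.77 in the pre-depletion pair and -0.56 in the post-depletion pair, with 0% of 10000 random matched lists as low in either. Of its genes, 18 were lower in both pairs and Ahsg was higher, with ratios of 2.11 and 1.60. Only 5 of its genes reached 10 CPM in either library of each pair. The gap between its pairs lay at percentile 99.38 of the gaps of random lists, all computed with a pseudocount of 1 CPM. The alternative that moved the list most was a pseudocount of 0.1 CPM, at -0.92 and -0.96, where the order of the pairs turned. Both portions therefore shared the direction of the fall, while a difference in its size depends on the pseudocount. After thinning, at least 2 hepatic UMIs were seen in 5.20% (3.93 to 6.73) and 3.59% (2.58 to 4.85) of cells with vehicle and tamoxifen before depletion, where the intervals overlap. After depletion they were seen in 7.07% (6.45 to 7.72) and 3.17% (2.77 to 3.60). The share in endothelial-like cells was 0% in each library, which allows up to 2.03%, 1.86%, 2% and 2.52%.

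The alveolar type 2 list of 15 genes had medians of -0.11 and 0.0077, at percentiles 1 and 56.3 of random lists. The post-depletion median turned negative under TMM, at -0.0093, under a gate on each cell, at -0.067, and under the mean over cells, at -0.17. The pre-depletion median turned positive without the Lyz1-led alveolar cluster, at 0.13. The alveolar type 1 list had medians of 0.054 and -0.067, at percentiles 89.6 and 23.6. The gastrointestinal list of 16 genes had medians of -0.053 and -0.039, at percentiles 46.4 and 21.9, over members that went both ways. Agr2, Lgals4 and Vil1 were at least 2-fold lower in both pairs, while Gkn1 was higher, with ratios of 0.95 and 1.16 at under 10 CPM. None of these members changed sign under TMM or median of ratios.

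The G2/M list had medians of 0.089 and 0.26, at percentiles 94.1 and 99.95. Its pre-depletion median turned negative under several alternatives, furthest under a gate on each cell, at -0.12. The S phase list had medians of -0.27 and -0.36, at percentiles 0.36 and 0. The high-plasticity list, of genes linked to a plastic state of lung adenocarcinoma cells, had medians of -0.21 and -0.28, at percentiles 1.74 and 0.070. Its pre-depletion median turned positive under the mean over cells, at 0.011. The mesenchymal list had medians of -0.40 and -0.084, at percentiles 0.050 and 22.4. The gap between its pairs lay at percentile 99.94 of the gaps of random lists, so its low pre-depletion median did not recur in the other portions of the suspensions. The interferon list had medians of 0.35 and 0.30, at percentiles 99.98 and 99.97, with 2 of its 10 genes at 10 CPM or more in either library of each pair. Its median in pooled non-epithelial cells of the pre-depletion pair was 0.75, and that of the S phase list was -0.25. In those pooled cells the high-plasticity list had a median of -0.34 and the mesenchymal list of -0.21, with the same sign as in epithelial-like cells. The G2/M list had -0.18 there, the opposite sign. Taken singly in 7 non-epithelial classes, the high-plasticity list lay below 0 in 4 and above 0 in 3, from -0.28 to 0.60. The G2/M list also lay below 0 in 4 and above 0 in 3, and the mesenchymal list lay below 0 in 5. The pooled signs of the high-plasticity and G2/M lists were therefore not shared by all classes, whose mix differed between the arms.

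**Figure D3:**
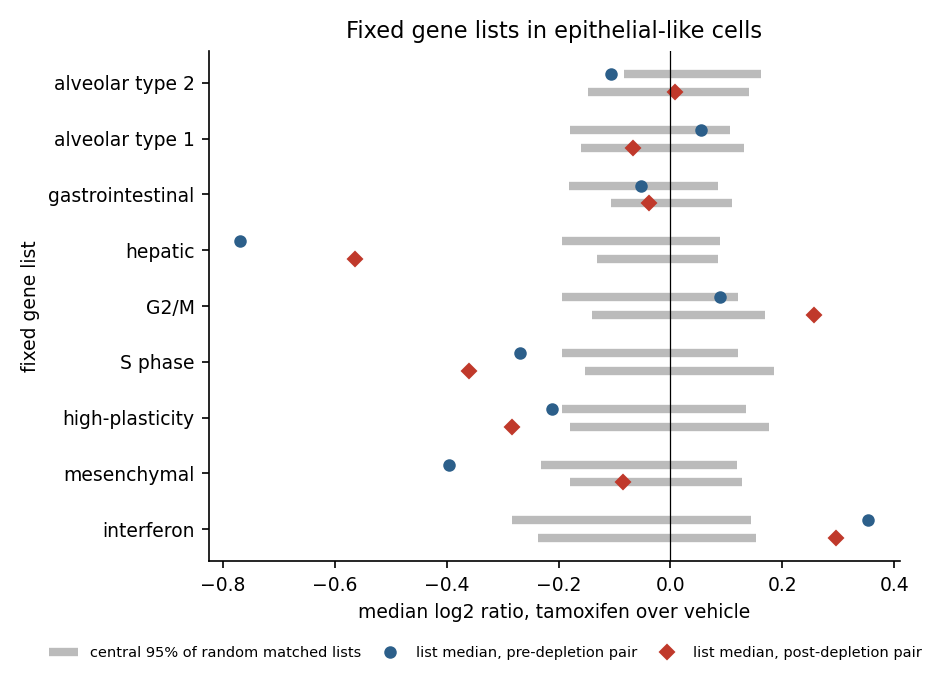
Median log2 ratio of tamoxifen over vehicle in epithelial-like cells (horizontal axis) for each fixed gene list (vertical axis), with a circle for the pre-depletion pair, a diamond for the post-depletion pair and a grey bar for the central 95% of random matched lists. The hepatic list, at -0.77 and -0.56, lies furthest below its bars, and the alveolar type 2 list is near 0 in the post-depletion pair, where TMM turns its sign.

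The share of cycling epithelial-like cells was compared to ask whether proliferation differed. At least 2 UMIs of the G2/M list were seen in 9.15% (7.47 to 11.1) and 8.43% (6.87 to 10.2) of thinned cells with vehicle and tamoxifen before depletion. After depletion the shares were 7.64% (7 to 8.32) and 7.88% (7.26 to 8.54). The intervals of the arms overlap in both pairs, so no difference between them was detectable at this depth. Thinned endothelial-like cells gave 13.5%, 9.32%, 10.0% and 10.9%. They can cycle themselves and are no background for this list. In the vehicle library before depletion, the median CPM over the list was 64.1 in alveolar macrophage-like, 42.9 in T cell-like, 30.9 in endothelial-like and 13.5 in B cell-like cells. It was 5.03 in dendritic cell-like, 3.35 in monocyte or macrophage-like and 1.85 in neutrophil-like cells. Leaving cells unthinned moved the shares most, to 64.6%, 56.5%, 71.2% and 57.1%.

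Cells with both alveolar type 2 and gastrointestinal transcripts were counted to ask whether mixed identity differed. With vehicle and tamoxifen, 6.45% (5.04 to 8.13) and 5.20% (3.97 to 6.67) of thinned cells held at least 2 UMIs of each list before depletion, where the intervals overlap. After depletion, 7.94% (7.29 to 8.63) and 6.42% (5.86 to 7.02) did. If the lists were independent, 7.30%, 8.27%, 5.59% and 6.79% would hold both in the order of the groups above. No endothelial-like cell held both, which allows up to 2.03%, 1.86%, 2% and 2.52%. Alveolar type 2 UMIs alone were seen in 88.8% and 87.4% of endothelial-like cells after depletion, against 98.7% and 98.6% of epithelial-like cells. After depletion the shared signal therefore rests on the gastrointestinal list. Before depletion they were seen in 25.7% and 27.3% of endothelial-like cells, against 95.9% and 97.4% of epithelial-like cells. There the alveolar type 2 list also set the classes apart. Leaving cells unthinned moved the shares most, to 37.1%, 41.6%, 39.1% and 32.1%.

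After and before depletion were compared within each treatment to measure how far portions of a suspension differ. In the vehicle libraries 73 of 9290 genes were at least 2-fold apart, 13 higher and 60 lower after depletion. In the libraries labelled tamoxifen 74 of 9172 were, 9 higher and 65 lower, and 46 genes were shared in direction. By number of genes, removing the CPM minimum moved these counts most, to 373 and 354. For comparison, 182 and 163 genes were apart between treatments in the single pairs.

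Non-epithelial cells received the same treatment, but their CreERT2 needs recombination by Flp. They therefore show how far the arms differed in cells not expected to delete Hnf4a themselves. Whether they responded to deletion in other cells was not tested. In the pre-depletion pair, 7 classes had enough cells. T cell-like cells had 122 genes at least 2-fold apart, B cell-like cells 413, neutrophil-like cells 376 and dendritic cell-like cells 196. Alveolar macrophage-like cells had 91, monocyte or macrophage-like cells 53 and endothelial-like cells 321. The median class had 196, against 5.7 from counting noise alone and 182 in epithelial-like cells at their own, greater depth. Epithelial-like counts thinned to each class's depth gave a median of 240.3, and 1 of the 7 classes exceeded its matched value. By number of genes, removing the CPM minimum moved the class median most, to 977.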

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

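The tests of Cre, of the alveolar type 2 list and of the cycling share, and the alternative without the Lyz1-led alveolar cluster that the tests of Foxa1 and Sox9 also use, were chosen only after the result was seen.

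Cre, a feature outside the comparisons of the report, was counted in epithelial-like cells above what a count of 0 allows in every library. It reached 2.55 and 3.21 CPM in the vehicle libraries and 3.24 and 3.16 CPM in those labelled tamoxifen, before and after depletion, from 84, 436, 117 and 424 UMIs. Free RNA would give non-epithelial cells a like level. They held 0.0152 and 0.0949 CPM before depletion, below the epithelial-like intervals, which argues against free RNA there. After depletion they gave 0.469 CPM (0.0568 to 1.69) with vehicle, also below the epithelial-like interval of 2.91 to 3.52, and 0.912 CPM (0.110 to 3.30) with tamoxifen. The latter overlaps the epithelial-like interval of 2.87 to 3.48 and decides nothing for that library. In the Lyz1-led alveolar cluster Cre was counted at 1.61, 1.12, 0.714 and 1.57 CPM, the third from 3 UMIs. Elsewhere in the class it was counted at 2.80, 3.58, 3.58 and 3.36 CPM. A candidate explanation is transcription of the Flp-activated CreERT2 in recombined cells of both arms. Cre counts do not show whether the enzyme was active.

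The flpO feature was counted at 0.302 CPM in the vehicle library after depletion and at 0.0373 CPM in the library labelled tamoxifen after depletion, above what a count of 0 allows. The 41 UMIs of the former came from 1 cell, and the 5 UMIs of the latter from 1 cell, both in the Lyz1-led cluster. Free RNA would spread over many cells, so it is argued against by those values. GFP and Tdtomato gave 0 UMIs in each library. No biological explanation was tested.

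The 5 results that follow had opposite signs in the pre-depletion and post-depletion pairs. None of these differences was tested, because each pair has 1 library per arm. With this many lists, genes and shares compared, some opposite signs near 0 arise by chance.

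The alveolar type 2 list had a median log2 ratio of 0.0077 in the post-depletion pair and -0.11 in the pre-depletion pair. Without the Lyz1-led alveolar cluster the medians were 0.085 after depletion and 0.13 before, of the same sign and closer together. Both medians were negative under TMM, at -0.0093 after and -0.045 before depletion, under a gate on each cell, at -0.067 and -0.23, and under the mean over cells, at -0.17 and -0.24. A different share of the Lyz1-led cells may account for the opposite signs, but the signs also depend on the scaling, on how cells are selected and on how they are combined. Whether that share differed through treatment, through depletion or between animals is open, since each group has 1 library.

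The alveolar type 1 list had a median of -0.067 in the post-depletion pair and 0.054 in the pre-depletion pair. The gap lay at percentile 91.3 of the gaps of random matched lists, above their median and within their central range. A difference between portions of a suspension cannot be told apart from a change in this list, because the gap lies between the bounds set for the test.

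Foxa1 had a log2 ratio of 0.12 in the post-depletion pair and -0.13 in the pre-depletion pair. Without the Lyz1-led alveolar cluster it was -0.17 before and 0.08 after depletion, so the share of those cells did not account for the opposite signs. Sox9 had a ratio of 0.27 after depletion and -0.11 before, and without that cluster -0.26 before and 0.21 after, which argues against the same explanation. The pre-depletion sign of Sox9 turned under a gate on each cell and under the mean over cells. A difference between portions of a suspension stays open for both genes, and no biological explanation was tested.

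The cycling share was 0.239 percentage points higher with tamoxifen in the post-depletion pair and fell by 0.722 points in the pre-depletion pair. The intervals of the treatments overlapped in both pairs, so counting error is enough for the opposite signs.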

How the results depend on the processing

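No paired analysis was possible because each group has 1 library and the results come from no test. For the same reason no library was left out in turn, and the depth behind an alternative limits it by counting error only. The 25 alternatives gave 1072 values for 104 results. Of these, 813 stayed within the counting interval of the reported value, computed here with the pseudocount, or within 1.5 times the reported count, 255 moved further, and 4 changed sign from a reported value that its interval, or the central 95% of random lists, set apart from 0. Among the 25 results that answer a comparison, 181 of 265 values stayed, 83 moved and 1 changed sign. Which list medians count among those 25, and the use of the median class, were chosen after the list values were seen. All 60 values of class shares stayed within their intervals. Where no cause is given below, the cause was not tested.

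Hnf4a stayed above 0 in both pairs under all 10 of its alternatives, from 0.45 to 0.82. It moved beyond its counting interval to 0.80 before depletion under a gate on each cell, and to 0.82 before and 0.77 after under the mean over cells. Without the Lyz1-led alveolar cluster, chosen after seeing the data like the next alternative, it was 0.45 before and 0.51 after. Without the cluster led by long nuclear transcripts it was 0.52 after depletion. All 20 genes named for a rise or fall kept their sign, and 3 of them, Agr2, Gc and Cyp1b1, fell under 2-fold before depletion under 1 alternative each.

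Counts of genes followed the thresholds by construction. With a CPM minimum of 50, 11 genes were higher and 19 lower with tamoxifen, 13 and 9 were apart after against before depletion with vehicle and tamoxifen, and the median non-epithelial class had 38. With a log2 ratio of at least 2 these counts were 3, 9, 36, 47 and 41. With no minimum, 157 genes were lower, 373 and 354 were apart between portions, and the median class had 977. The pre-depletion pair alone gave 54 higher and 128 lower. The mean over cells gave 50 lower.

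Under the mean over cells, the alveolar type 2 list was at -0.24 before and -0.17 after depletion, the hepatic list at -0.66 and -0.40, the high-plasticity list changed sign before depletion to 0.011, and Sox9 changed sign before depletion to 0.041. Under a gate on each cell, the alveolar type 2 list was at -0.23 and -0.067, the hepatic list at -0.41 after depletion, and Sox9 changed sign before depletion to 0.031. TMM gave the alveolar type 2 list -0.045 and -0.0093, and median of ratios gave -0.047 and 0.013. A pseudocount of 0.1 CPM gave the gastrointestinal list -0.23 before depletion and the hepatic list -0.92 and -0.96. Without the Lyz1-led cluster, the alveolar type 2 list changed sign before depletion to 0.13 and was at 0.085 after, and the hepatic list was at -0.92 before. Without the nuclear cluster the alveolar type 2 list was at 0.012 after depletion. In all, 8 values of 4 list medians had another sign than reported, in the alveolar type 2, G2/M and high-plasticity lists, and 4 values of regulators, in Sox2 and Sox9. The scalings moved the median of all genes by at most 0.06.

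The shares of cells depend on depth and on the UMIs required, by construction. In the order vehicle before, vehicle after, tamoxifen before and tamoxifen after depletion, the cycling share was 28.1%, 25.1%, 27.5% and 26.7% with at least 1 UMI and 4.05%, 2.67%, 3.95% and 3.38% with at least 4. Thinned to 4000 UMIs it was 16.9%, 15.1%, 17.4% and 16.1%, and not thinned 64.6%, 56.5%, 71.2% and 57.1%. Without the Lyz1-led cluster it was 13.9%, 8.73%, 10.5% and 8.70%. In the vehicle library after depletion it was 6.91% under the gate and 6.96% without the nuclear cluster.

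In the same order, the share with both alveolar and gastrointestinal transcripts was 15.7%, 20.4%, 15.9% and 16.6% with at least 1 UMI and 2.22%, 2.58%, 1.35% and 1.85% with at least 4. Thinned to 4000 UMIs it was 9.71%, 14.8%, 9.26% and 11.7%, and not thinned 37.1%, 41.6%, 39.1% and 32.1%. Without the Lyz1-led cluster it was 10.3% and 11.6% with vehicle and 7.37% with tamoxifen after depletion. Under the gate it was 3.85% with vehicle and 3.27% with tamoxifen before depletion.

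Among other results, 123 values of single genes moved, 67 away from 0 and 56 towards it. Of list medians 28 others moved, 17 away from 0 and 11 towards it, and of counts in single classes 21 moved, 7 up and 14 down.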

Other observations

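All tests here were chosen only after the result was seen, except those of working HNF4A, of a difference in the hepatic list shared by all cells, and of counting noise in the non-epithelial classes, and the first of these leaves out the Lyz1-led cluster, a choice made after seeing the data.

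Hnf4a was counted higher in epithelial-like cells of the libraries labelled tamoxifen, against the label. A swap of the labels would put genes that HNF4A activates lower with vehicle, but the hepatic list lay lower with tamoxifen, at -0.56 in the pair nearer 0. This holds only if HNF4A activates that list in these cells. Free RNA is argued against, because non-epithelial cells held at most 9.58 CPM, against an excess of 29.8 CPM before and 27.7 CPM after depletion. A different share of the Lyz1-led alveolar cluster, or of the cluster led by long nuclear transcripts, did not account for it, since the log2 ratio was still 0.45 without the former and 0.52 without the latter, in the pair nearer 0. No other epithelial-like cluster was left out, and some of those held mostly cells of 1 arm, so composition in other respects stays open. A candidate explanation is that deletion of the floxed exons leaves a transcript that is still counted but gives no working HNF4A. If so, Hnf4a would be tied less to hepatic UMIs with tamoxifen. Cells with at least 2 hepatic UMIs exceeded cells with none in Hnf4a CPM by a log2 ratio of 0.94 (0.76 to 1.11) and 0.48 (0.25 to 0.71) with vehicle and tamoxifen before depletion, intervals that do not overlap and lie the way this explanation predicts. After depletion the ratios were 0.53 (0.44 to 0.62) and 0.37 (0.25 to 0.49), in the same direction but with overlapping intervals, where the test required a gap in both pairs. Hnf4aos, an antisense gene that overlaps Hnf4a and was chosen after its values were seen, was also higher with tamoxifen, with log2 ratios of 1.23 and 0.69. It was counted at 4.92 and 6.19 CPM with vehicle and at 12.9 and 10.6 CPM with tamoxifen, and whether strand was used in counting is not stated. A transcript without function therefore cannot be told apart from a working one, and a difference between the animals, or a wrong label of another kind, stays open.

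The hepatic list lay lower with tamoxifen. A different share of the Lyz1-led alveolar cells is argued against, since the median without them was -0.63 in the pair nearer 0. Apart from the cluster led by long nuclear transcripts, no other epithelial-like cluster was left out. Some of those held mostly cells of a single arm, so composition in other respects stays open. A difference in depth per cell is argued against after depletion, where thinned cells with at least 2 hepatic UMIs made up 3.17% with tamoxifen against 7.07% with vehicle. Before depletion that share was 3.59% against 5.20% with overlapping intervals, so the comparison at equal depth decided nothing there. Without thinning, the share before depletion was 35.0% with tamoxifen against 29.4% with vehicle, the other way. Cells were also deeper with tamoxifen there, at a median of 28857 UMIs against 24943. With each cell's CPM given the same weight whatever its depth, the median log2 ratio of the list was still -0.66. The lower bound of random matched lists was -0.19, but it was computed from summed UMIs. A greater weight of deep cells is therefore argued against in that pair, while a difference in depth itself stays open there. A difference shared by all cells cannot be told apart from one of epithelial-like cells. The median in pooled non-epithelial cells was 0, which met the bound set beforehand, but in each of the 7 non-epithelial classes the list had a median of at most 0.120 CPM with vehicle, where most ratios have little room to move. Fabp1, a leading gene of alveolar macrophage-like clusters, was an exception, and it was higher with tamoxifen in pooled non-epithelial cells. Loss of HNF4A function is a hypothesis for this pattern that the level of Hnf4a itself neither supports nor excludes.

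Non-epithelial classes of the pre-depletion pair differed in a median of 196 genes. Counting noise alone gave 5.7 in the median class, under the bound of the test, which argues against counting noise as the whole cause. The draws came from the pooled profile of a class and held no spread between its cells. The sampling of few cells and a different mix of cells within a class were therefore not tested. In B cell-like cells noise gave 108.2 of 413 genes. Differences between animals, tamoxifen itself, and a response to deletion in other cells stay open and untested.

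Genes at least 2-fold lower in epithelial-like cells after depletion may be free RNA from the cells that depletion removed. Of these, 88.3% with vehicle and 93.8% with tamoxifen had, in an immune class, at least 10 times their epithelial-like CPM after depletion. Of all genes considered, 4.03% and 3.85% did. Choosing genes for a low CPM after depletion itself makes this criterion easier to meet, so part of the excess is built in. A first criterion, a higher CPM in any other class, was met by 87.9% and 88.1% of all genes considered and so decided nothing.

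The interferon list lay higher with tamoxifen in epithelial-like cells, and it lay above 0 in 7 of 7 non-epithelial classes, consistent with a difference between the arms that all cells share. Free RNA from immune cells is argued against, since the list did not fall after depletion, at a log2 ratio of 0.062 in the treatment with the lower value. The S phase list lay lower in epithelial-like cells and lay below 0 in 6 of 7 classes, also consistent with a shared difference. Whether such a difference comes from tamoxifen, from the animals or from a response to deletion in other cells is confounded with the arms.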
